A study of Mus musculus with 31 samples.

How the data were processed

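Ribosome profiling and polyadenylated mRNA sequencing were carried out on cortex of wild-type mice (WT), mice deficient in Fmr1 (FXS in the labels), mice deficient in Rps6kb1, the gene for the ribosomal protein S6 kinase S6K1 (S6K1), and mice deficient in both genes (DKO). Ribosome profiling sequences the fragments of mRNA that ribosomes protect from nuclease, called footprints or RPF below, and mRNA sequencing (RNA below) gives the abundance of the transcripts. Per the labels, dissected cortices were lysed, the mRNA libraries were made with the TruSeq polyA kit, and the reference for the footprint protocol is left blank.

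The deposited count tables hold raw counts per gene symbol, with 1 column per library and 20436 gene symbols in each table. The file names call them counts over coding sequence. The aligner, the counting program, the genome build, the annotation and the read filters are not stated, and whether the footprint and mRNA libraries came from the same animals is not stated either. The authors' 6 deposited comparison tables cover DKO against WT and FXS against WT for RPF, RNA and translational efficiency (TE). Per the file headers, these tables give a mean of normalized counts whose scale is not stated, a log2 fold change with its standard error, a test statistic (a score, equal to the log2 fold change divided by its standard error in the values) and a raw and an adjusted p-value. The column names are those that DESeq2 writes, but the tool, its version and the model are not stated. The lists of batches deposited beside the counts were not used here, because the labels give genotype and batch for every library.

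There were 16 RNA libraries, 4 of each genotype, in batches 5 to 8, and each of these batches held every genotype once. There were 15 RPF libraries in batches 1 to 4, with 4 of WT, 5 of FXS, 3 of S6K1 and 3 of DKO, and these batches were unbalanced: batch 1 held no WT or FXS library, batch 2 no DKO library and batch 4 no S6K1 library. Batch numbers are those of the labels. To see whether libraries of 1 batch resemble each other beyond genotype, each library's log2 values were centred on its genotype and correlated across genes. Among RNA libraries, the 24 pairs of different genotypes in the same batch had a median correlation of 0.41, with all 24 above 0.1, against -0.16 over 72 pairs in different batches, 34 of them above 0.1. Batch 5 stood apart, since its correlations with the other batches ran from -0.608 to -0.365, while those across batches 6 to 8 ran from 0.0478 to 0.457. Among RPF libraries the medians were 0.40 over 20 same-batch pairs, 16 of them above 0.1, and -0.12 over 63 other pairs, 18 of them above 0.1. Batch was therefore kept as a term in every model. Pairs of replicates were also checked for duplicated columns, and the smallest chi-square per degree of freedom between a pair was 4.80 in RNA and 8.09 in RPF, so no replicate repeated another of the same genotype and assay; pairs across genotypes were not compared.

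Differences between genotypes were tested with edgeR 4.0.16 (quasi-likelihood F-test with robust dispersion estimates) in R 4.3.3. Genes with low counts were removed with filterByExpr on genotype within each assay, library sizes were scaled by TMM factors within each assay, and the model held batch and genotype with all genotypes fitted together. This left 14215 genes for RNA, with TMM factors from 0.956 to 1.09, and 13953 for RPF, with factors from 0.957 to 1.04. TE was tested on the 13654 genes that passed in both assays, as the RPF contrast minus the RNA contrast in 1 model of all 31 libraries, with batch nested in assay. The contrasts of each measure were FXS against WT, S6K1 against WT, DKO against WT, DKO against FXS, and the genotype interaction, defined as the effect of losing Fmr1 without S6K1 minus its effect with S6K1. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes of that test. The standard error of a log2 fold change was derived from its quasi-likelihood F. Library totals are given in M, the unit of counts that the counts-per-million scale (CPM) divides by. Group means are in CPM with the TMM scaling, given with the standard deviation (SD) over libraries. For genes with few counts, exact 95% intervals of the count ratio are given, and such intervals cover counting error only.

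The genes named were set by a rule: Fmr1 and Rps6kb1 always, then up to 4 called genes with the smallest adjusted p for each measure and contrast. That rule, the model, the comparisons, the gene lists and the alternatives not marked as added were set before the data were examined. Gene lists were tested with camera (limma 3.58.1, voom values) at a preset inter-gene correlation of 0.01. The lists were 79 ribosomal protein mRNAs, 70 mRNAs known as targets of the Fmr1 product FMRP, and lists of markers for oligodendrocytes, astrocytes, microglia, endothelium, choroid plexus, striatum, hippocampus, thalamus, blood, immediate early genes and Y chromosome genes. All lists were written from general knowledge of the field. Older gene symbols in the tables were matched through synonyms, a step added after the tables were seen, and 3 FMRP targets were found that way. A list of X inactivation was not analysed here. The 12 tests of the first pair of lists in FXS against WT and DKO against FXS formed 1 family for adjustment, 18 tests of the same lists in the other contrasts were added after the data were seen and formed another, and the 110 tests of marker lists were adjusted together.

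The steps were tested on simulated data with 200 changed genes, with the depths and batches of these libraries. Each planted gene change exceeded the median absolute log2 fold change of the genes called in mRNA of FXS (0.42) and DKO (0.34) against WT. Recovery of changes that small was thus not tested. Between 55.5% and 85.9% of the changed genes were recovered per contrast, the share of wrong genes among those called ran from 1.61% to 9.74%, and lists shifted by 0.20 on the log2 scale were recovered with medians of 0.20, 0.19 and 0.18 in RNA, RPF and TE. None of 20 unchanged lists per measure came out below an unadjusted p of 0.05 in that test. Counts were simulated independently for each gene, so the test cannot show how camera behaves when genes of a list vary together.

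The alternatives were DESeq2 1.42.0 in place of edgeR, RLE factors in place of TMM, limma voom with library weights, no filter on low counts, no batch term, a model of the compared genotypes alone, and leaving out each library in turn. For lists they were fry (limma), camera with an estimated correlation, no batch term and each library left out. RLE factors for the lists, fry and the estimated correlation for marker lists, and all alternatives of the 18 added list tests were chosen after seeing the data. The correlation of effects was also taken as Spearman's rho, without called genes, without a batch term, and over genes with a mean CPM of at least 10. Tests against the slope of effects on coding sequence length were planned but not run, because no coding sequence lengths were at hand. The genomic span of each gene in the GRCm38.p6 annotation was used instead, as an added analysis, and 13620 of the 13654 TE genes had a span. The annotation was used for gene names, order along chromosomes and spans only, because the build behind the counts is not stated. Of the 20436 symbols, 19269 matched it by symbol and 1076 by a synonym.

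Other groupings of the same libraries were refitted to see how often they call as many genes. All groupings were run where there were fewer than 100, and 100 or fewer drawn with a fixed seed otherwise. Figures and summary tables were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.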

Results

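Footprints and mRNA were counted per gene in cortex of WT, FXS, S6K1 and DKO mice, in 15 RPF libraries and 16 RNA libraries. The RNA libraries held 4 of each genotype. The RPF libraries held 4 of WT, 5 of FXS, 3 of S6K1 and 3 of DKO. Total counts per RNA library ran from 12.1 to 17.3 M, with a median of 14.1 M. They averaged 13.1 M ± 0.813 (SD, n = 4) in WT, 15.4 ± 1.88 in FXS, 13.9 ± 1.22 in S6K1 and 15.2 ± 1.38 in DKO. Totals per RPF library ran from 16.6 to 34.9 M, with a median of 24.2 M. They averaged 25.5 M ± 6.89 (SD, n = 4) in WT, 23.0 ± 5.44 (n = 5) in FXS, 20.9 ± 3.90 (n = 3) in S6K1 and 28.0 ± 5.40 (n = 3) in DKO. Between 15739 and 16162 genes had a count in an RNA library, and between 15522 and 15858 in an RPF library. The gene with most counts took at most 0.538% of an RNA library and 0.886% of an RPF library.

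The targeted genes were read first, since each mutant should hold less of its own gene. Mean Fmr1 mRNA was 67.6 CPM ± 9.71 (SD, n = 4) in WT, 16.4 ± 3.96 in FXS, 72.8 ± 7.29 in S6K1 and 15.3 ± 4.56 in DKO. Every FXS library (at most 22.1 CPM) and every DKO library (at most 21.6) lay below every WT library (55.6 to 77.6) and every S6K1 library (65.8 to 82.6). The log2 fold change of Fmr1 mRNA was -2.05 ± 0.116 (SE, adjusted p 3.69e-10) in FXS against WT and -2.15 ± 0.117 (1.70e-10) in DKO against WT. Fmr1 footprints averaged 117 CPM ± 15.3 (SD, n = 4) in WT, 7.85 ± 0.628 (n = 5) in FXS, 133 ± 27.7 (n = 3) in S6K1 and 10.5 ± 2.37 (n = 3) in DKO. Their log2 fold change was -3.88 ± 0.103 (4.00e-12) in FXS against WT and -3.69 ± 0.132 (3.07e-10) in DKO against WT. In S6K1 against WT the change of Fmr1 was 0.11 in mRNA (0.871) and -0.01 in footprints (0.987), and the latter was 0.19 without the batch term. Fmr1 TE fell in FXS, by 1.84 on the log2 scale (1.61e-07), and in DKO, by 1.54 (6.98e-05). The DKO call was lost without the batch term at an adjusted p of 0.062, the highest over 21 alternatives, whose lowest was 1.01e-11.

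Rps6kb1 mRNA differed less between genotypes than its footprints. Mean mRNA was 46.4 CPM ± 6.83 (SD, n = 4) in WT, 45.4 ± 5.83 in FXS, 33.6 ± 6.91 in S6K1 and 32.8 ± 5.18 in DKO, and the ranges of S6K1 (28.2 to 43.7) and WT (39.5 to 55.5) overlapped. The log2 fold change was -0.47 ± 0.0774 (SE, adjusted p 0.0217) in S6K1 against WT and -0.50 ± 0.0772 (0.00228) in DKO against WT. Without the batch term the change in S6K1 was the same size and the adjusted p was 1.00, and leaving out 1 library lost the call for 7 of 8 libraries, with the highest adjusted p of 0.190 in the model without S6K1 replicate 3. Over its 11 alternatives the adjusted p ran from 0.000196 to 1.00. Rps6kb1 mRNA was not called either in the model of S6K1 and WT alone, but it was with limma voom and without the filter on low counts. Footprints of Rps6kb1 averaged 28.9 CPM ± 2.48 (SD, n = 4) in WT, 32.5 ± 2.72 (n = 5) in FXS, 10.2 ± 2.58 (n = 3) in S6K1 and 11.6 ± 0.352 (n = 3) in DKO, and no library of S6K1 or DKO reached the lowest of WT or FXS. The footprint change was -1.63 ± 0.137 (6.85e-05) in S6K1 and -1.44 ± 0.129 (8.19e-05) in DKO, both against WT, and was called under each of 10 alternatives. TE of Rps6kb1 changed by -1.16 ± 0.146 (0.000214) in S6K1 and -0.94 ± 0.140 (0.00209) in DKO. Those TE calls were lost without the batch term alone, at adjusted p of 0.347 and 0.0889, against lowest values over 21 alternatives each of 1.48e-08 and 6.74e-06. In FXS against WT, Rps6kb1 changed by -0.03 in mRNA (0.913) and by 0.18 in footprints (0.572).

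**Figure D1:**
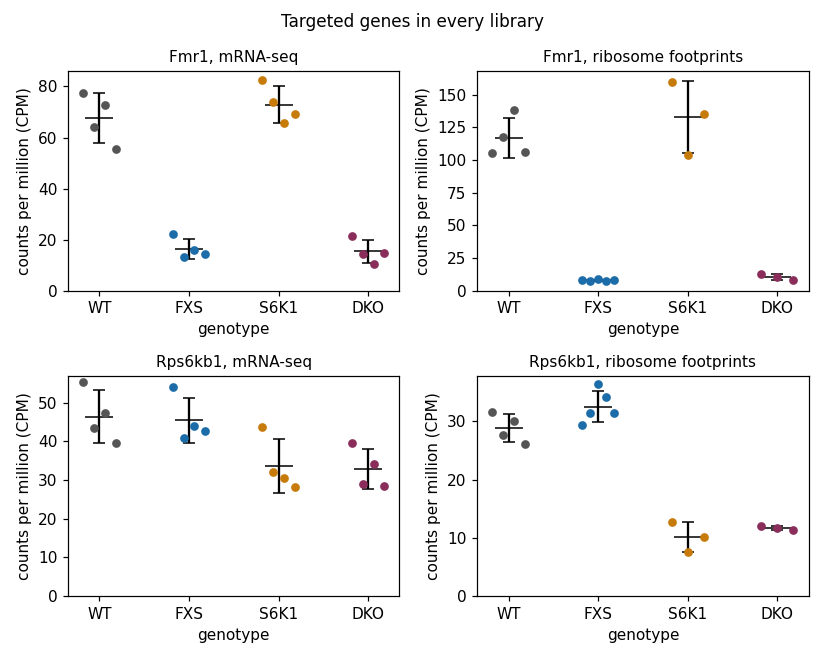
CPM of Fmr1 and Rps6kb1 (vertical axes, from 0) in every RNA library (left) and RPF library (right) by genotype; points are libraries, and bars are the mean ± SD of the group. Fmr1 mRNA of FXS and DKO libraries lies between 10.6 and 22.1, below the lowest WT library at 55.6, while Rps6kb1 mRNA of S6K1 (28.2 to 43.7) overlaps that of WT (39.5 to 55.5).

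FXS against WT asks what the loss of Fmr1 changes in mRNA, in ribosome occupancy and in the ratio of these. In mRNA, 22 genes were called, 11 higher and 11 lower, with a median absolute log2 fold change of 0.42. There were 1808 genes at an unadjusted p under 0.05, against 710.8 expected by chance. The alternative that moved this count most was a model of FXS and WT alone, which called 446 genes, all 22 of the first set among them. DESeq2 called 204, 165 of them higher, and shared 21. RLE factors called 42, of which 30 were higher, so the share of higher genes among those called depended on the scaling. The model without a batch term called 2. Leaving out each library in turn, the count ran from 2 (without FXS replicate 2) to 86 (without FXS replicate 4). Besides Fmr1, the genes of smallest adjusted p were Akr1c18, Tnnc1, Panx2 and Pvalb. Akr1c18 averaged 7.11 CPM ± 1.18 (SD, n = 4) in WT and 2.78 ± 0.202 in FXS and changed by -1.34 ± 0.167 (SE, adjusted p 0.000253). That call held in all 13 alternatives that gave an adjusted p (5.34e-05 to 0.00578), and DESeq2 gave none for this gene. Akr1c18 belongs to a family of similar genes, and reads shared within it make its level uncertain. Tnnc1 changed by -0.80 ± 0.123 (0.00776), Panx2 by 0.44 ± 0.0713 (0.00793) and Pvalb by -0.60 ± 0.0973 (0.00927). All 3 calls were lost without the batch term, where the adjusted p rose to 0.888 for Tnnc1 and 0.998 for Panx2 and Pvalb, from lowest values over 14 alternatives each of 9.33e-06, 5.03e-06 and 1.53e-05. Leaving out 1 of 8 libraries lost the call of Tnnc1 for 2 (0.0696 without FXS replicate 2), of Panx2 for 3 (0.0865 without WT replicate 2) and of Pvalb for 6 (0.0842 without WT replicate 2).

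Footprints gave 23 called genes in FXS against WT, 2 higher and 21 lower, with a median absolute log2 fold change of 0.60. There were 1377 genes at an unadjusted p under 0.05, against 697.7 expected by chance. DESeq2 called 114 genes, all 23 among them, the model without a batch term 1 and the model of the 2 genotypes alone 2. With 1 library left out the count ran from 1 (without FXS replicate 5) to 39 (without WT replicate 1). Besides Fmr1, the smallest adjusted p were those of Cnp, Igsf9b, Myrf and Sept4. Cnp averaged 905 CPM ± 72.0 (SD, n = 4) in WT and 645 ± 78.7 (n = 5) in FXS and changed by -0.52 ± 0.0668 (SE, adjusted p 0.00785). Igsf9b changed by -0.89 ± 0.123, Myrf by -0.69 ± 0.0988 and Sept4 by -0.47 ± 0.0671, each at 0.0127. Without FXS replicate 5 all 4 calls were lost, at adjusted p of 0.0731 (Cnp), 0.0776 (Igsf9b and Myrf) and 0.101 (Sept4). Without the batch term they were lost too, at 0.264 (Cnp and Sept4), 0.721 (Igsf9b) and 0.992 (Myrf), the highest values over 15 alternatives each, whose lowest were 1.60e-09, 3.91e-07, 3.80e-07 and 5.29e-07. Of the genes called in mRNA and those called in footprints, 3 were in both sets.

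TE gave 13 called genes in FXS against WT, 4 higher and 9 lower, with a median absolute log2 fold change of 0.67 and 1825 genes at an unadjusted p under 0.05 (682.7 expected by chance). DESeq2 called 138 and shared 8 of the 13. Limma voom called 35, all 13 among them, RLE factors 2 and the model without a batch term 1. With 1 library left out the count ran from 1 (without RNA library WT replicate 1, among others) to 33 (without RPF library FXS replicate 4). Besides Fmr1, the rule named Zmiz1, which changed by -0.59 ± 0.104 (SE, adjusted p 0.0292), Adcy1 by -0.67 ± 0.125, Myrf by -0.70 ± 0.136 and Igsf9b by -0.99 ± 0.196, the latter 3 at 0.0497. Zmiz1 was called in 12 of 23 alternatives (9.12e-05 to 1.00), Adcy1 in 7 of 23 (0.000733 to 1.00), Myrf in 5 of 22 (0.0201 to 1.00) and Igsf9b in 5 of 22 (0.0328 to 1.00). Leaving out 1 of 17 libraries lost Zmiz1 for 9 of them (0.125 without RNA library WT replicate 2) and each of the others for 13, with the highest adjusted p of 0.147 for Adcy1 without RPF library FXS replicate 3, 0.172 for Myrf without RNA library FXS replicate 3 and 0.182 for Igsf9b without RNA library WT replicate 3.

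S6K1 against WT asks the same of the loss of S6K1. In mRNA 3 genes were called, 1 higher and 2 lower, with 1048 at an unadjusted p under 0.05. Besides Rps6kb1 these were Rad51d, which changed by 0.64 ± 0.103 (SE, adjusted p 0.0217), and Epx, which lay near the lower limit of detection. Epx had 1 count over the S6K1 libraries against 47 in WT, a ratio of 0.0201 (exact 95% interval 0.000498 to 0.117), at an adjusted p of 0.0328. The call of Rad51d was lost for 7 of 8 libraries left out (0.201 without WT replicate 1), without the batch term (0.417) and in the model of the 2 genotypes alone (0.160), and over 14 alternatives its adjusted p ran from 0.000935 to 0.417. The call of Epx was lost for 7 of 8 libraries left out (0.196 without S6K1 replicate 2), and over 13 alternatives its adjusted p ran from 0.00216 to 0.196. Footprints gave 1 called gene, Rps6kb1, with 1220 at an unadjusted p under 0.05, while DESeq2 called 37 and the model of the 2 genotypes alone 22. With 1 library left out the count was 3 without WT replicate 1. TE gave 4, 1 higher and 3 lower, with 1026 at an unadjusted p under 0.05. They were Rps6kb1, Cnp at -0.63 ± 0.113 (0.0352), Rad51d at -0.81 ± 0.147 (0.0352) and Phtf1 at 0.85 ± 0.159 (0.0412). Leaving out 1 of 15 libraries lost Cnp for 10 (0.246 without RPF library WT replicate 2), Rad51d for 11 (0.246 without the same library) and Phtf1 for 13 (0.252 without RPF library S6K1 replicate 3). Over 21 alternatives each, the adjusted p ran from 9.26e-05 to 0.628 for Cnp, from 0.00698 to 0.363 for Rad51d and from 0.000931 to 0.395 for Phtf1. The TE count itself was 12 without RPF library WT replicate 1 and 1 without RNA library WT replicate 1, among others. The mRNA count was 0 with edgeR without RNA library WT replicate 1, and without the batch term 0 with 369 genes at an unadjusted p under 0.05, while DESeq2 with the batch term called 5. Rad51d and Epx lie within 100 tested genes of Rps6kb1 on chromosome 11.

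DKO against WT asks what the loss of both genes changes. In the chosen design it called more genes than FXS or S6K1 against WT in each measure. In mRNA 743 genes were called, 450 higher and 293 lower, with a median absolute log2 fold change of 0.34 and 3177 at an unadjusted p under 0.05 (710.8 expected by chance). DESeq2 called 1085 and shared 703 of these, limma voom called 1381 and shared 737, and RLE factors called 745. The model without a batch term called 2. Over the models with 1 library left out the count ran from 71 (without WT replicate 2) to 1093 (without WT replicate 4). The smallest adjusted p besides Fmr1 belonged to Luc7l3 at -0.46 ± 0.0657 (SE), Kctd4 at -0.62 ± 0.0893, Pls3 at -0.48 ± 0.0726 and Akr1c18 at -1.10 ± 0.165, each at 0.00190. Akr1c18 was called in all 13 alternatives that gave an adjusted p (0.000432 to 0.0283), and DESeq2 gave none for it. The others were lost only without the batch term, at 0.292, 0.219 and 0.249, the highest over 14 alternatives each, whose lowest were 9.17e-08, 1.94e-06 and 8.83e-07. Of the 22 genes called in mRNA of FXS against WT, 18 were called here in the same direction.

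Footprints gave 51 called genes in DKO against WT, 4 higher and 47 lower, with a median absolute log2 fold change of 0.82 and 2381 at an unadjusted p under 0.05 (697.7 expected by chance). DESeq2 called 290, 119 of them higher, and shared 50, limma voom called 199, 62 of them higher, and shared 51, the model without a batch term called 6 and the model of the 2 genotypes alone 4. The count ran from 2 (without DKO replicate 3) to 103 (without WT replicate 1) with 1 library left out. Besides Fmr1 and Rps6kb1, the rule named Utp18 at 0.78 ± 0.0845 (SE, adjusted p 0.000702), Cnp at -0.64 ± 0.0828 (0.00456), Itgb4 at -1.14 ± 0.157 (0.00809) and Zfpm1 at -0.87 ± 0.124 (0.0105). Utp18 averaged 38.5 CPM ± 3.72 (SD, n = 4) in WT, 40.0 ± 3.73 (n = 5) in FXS, 59.0 ± 2.92 (n = 3) in S6K1 and 68.7 ± 2.41 (n = 3) in DKO, and it lies within 100 tested genes of Rps6kb1. Its call was lost without DKO replicate 3 (0.0595), and those of Cnp, Itgb4 and Zfpm1 for 2 of 7 libraries left out, at up to 0.0845, 0.136 and 0.147 without DKO replicate 2. All 4 were lost in the model of the 2 genotypes alone. Over 13 alternatives each, the adjusted p ran from 8.02e-13 to 0.0595 for Utp18, 2.24e-09 to 0.0845 for Cnp, 5.56e-07 to 0.136 for Itgb4 and 3.46e-06 to 0.153 for Zfpm1. Of the 23 footprint genes of FXS against WT, 14 were called here in the same direction, and 5 genes were called in both mRNA and footprints of DKO.

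TE gave 662 called genes in DKO against WT, 252 higher and 410 lower, with a median absolute log2 fold change of 0.59 and 3401 at an unadjusted p under 0.05 (682.7 expected by chance). DESeq2 called 1127 and shared 643, limma voom 866 and shared 549, RLE factors 592 and shared 578, and the model without a batch term called 2. The count with 1 library left out ran from 8 (without RPF library DKO replicate 2) to 1096 (without RPF library WT replicate 3). Of the 662 genes, 253 were also called in mRNA, only 2 of these in the same direction, and 29 in footprints, all in the same direction. The mRNA and footprint parts of the change had opposite signs in 640 of the 662, and the mRNA part was the larger in 232. Besides Fmr1 and Rps6kb1, the rule named Cnp at -0.71 ± 0.112 (SE, adjusted p 0.00327), Myrf at -0.96 ± 0.153 (0.00327), Aatk at -0.81 ± 0.135 (0.00563) and Utp18 at 0.71 ± 0.122 (0.00808). Utp18 was called in all 21 alternatives (2.93e-05 to 0.0371). Without the batch term Cnp, Myrf and Aatk were lost, at 0.0620, 0.0699 and 0.0889, the highest over 21 alternatives each, whose lowest were 8.37e-07, 4.51e-06 and 1.23e-05. Aatk was also lost without RPF library DKO replicate 2 (0.0547). Of the 13 TE genes of FXS against WT, 9 were called here in the same direction.

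**Figure D2:**
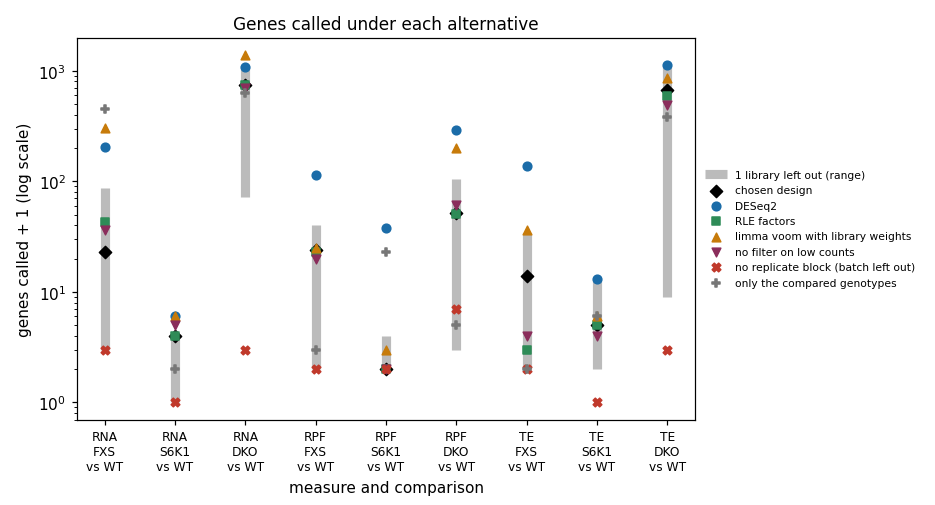
Number of genes called plus 1 (vertical axis, log scale) for each measure in FXS, S6K1 and DKO, each against WT; diamonds show the chosen design, other symbols the alternatives, and grey bars the range when 1 library is left out. The chosen design called 743 mRNA genes and 662 TE genes in DKO, and the model without a batch term called 2 of each.

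DKO against FXS asks what removing S6K1 changes when Fmr1 is absent. In mRNA 4 genes were called, 1 higher and 3 lower, with 1394 at an unadjusted p under 0.05, and DESeq2 called 28. They were Rps6kb1 at -0.47 (adjusted p 0.0133), Cuedc1 at 0.63 ± 0.0959 (SE, 0.0133), Slfn8 at -3.00 ± 0.489 (0.0133) and Smg1 at -0.39 ± 0.0707 (0.0389). Slfn8 had 12 counts over the DKO libraries against 100 in FXS, a ratio of 0.122 (exact 95% interval 0.0608 to 0.222), and as a member of a family of similar genes its level is uncertain. Leaving out 1 of 8 libraries lost Rps6kb1 for 6 (0.113 without DKO replicate 4), Cuedc1 for 3 (0.113 without the same library), Slfn8 for 5 (0.198, also without it) and Smg1 for 7 (0.226 without FXS replicate 4), and the count was 0 without FXS replicate 1 or DKO replicate 4 and 5 without FXS replicate 4. All 4 were lost without the batch term, and over 14 alternatives each the adjusted p ran from 5.50e-05 to 1.00 for Rps6kb1, 5.50e-05 to 0.113 for Cuedc1, 0.00218 to 0.198 for Slfn8 and 0.000319 to 1.00 for Smg1. Footprints gave 2 called genes, Rps6kb1 at -1.63 (2.68e-05) and Utp18 at 0.72 ± 0.0826 (0.00200), with 864 at an unadjusted p under 0.05, and DESeq2 called 10. Utp18 was lost without DKO replicate 3 (0.250), and its adjusted p ran from 3.98e-11 to 0.250 over 14 alternatives. The footprint count was 4 without FXS replicate 2 and 1 without DKO replicate 3. TE gave the same pair of genes, Rps6kb1 at -1.14 (9.01e-05) and Utp18 at 0.69 ± 0.120 (0.0322), with 1141 at an unadjusted p under 0.05, and DESeq2 called 11. Utp18 TE was called in 9 of 22 alternatives (8.72e-05 to 0.311, the highest without RPF library DKO replicate 3), and the TE count was 1 for 11 of 16 libraries left out. Cuedc1, Slfn8 and Utp18 lie within 100 tested genes of Rps6kb1.

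The genotype interaction asks whether the loss of Fmr1 acts differently without S6K1. With edgeR, 0 genes were called in mRNA, footprints or TE, with 497, 428 and 565 genes at an unadjusted p under 0.05, fewer than the 710.8, 697.7 and 682.7 expected by chance. DESeq2 called 0, 5 and 2 genes, and limma voom 0 in each, with 598, 969 and 1021 at an unadjusted p under 0.05. Without RPF library DKO replicate 1, S6K1 replicate 1, FXS replicate 2 or FXS replicate 5, edgeR called 1 gene in TE.

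A pair of gene lists was tested as sets, 78 ribosomal protein mRNAs and 70 FMRP-bound mRNAs that passed the filter, since FMRP binds the latter and S6K1 acts on ribosomal protein S6. In FXS against WT, the ribosomal protein list had a median log2 fold change of -0.18 in mRNA (0 genes higher and 78 lower, camera adjusted p 1.08e-19), 0.11 in footprints (68 higher, 10 lower, 6.79e-12) and 0.27 in TE (78 higher, 0 lower, 5.35e-25). The FMRP-bound list went the other way, with 0.17 in mRNA (64 higher, 6 lower, 4.46e-21), -0.12 in footprints (9 higher, 61 lower, 2.05e-10) and -0.31 in TE (2 higher, 68 lower, 1.46e-23). In DKO against FXS, the ribosomal protein list moved by 0.13 in mRNA (5.31e-12), 0.05 in footprints (0.00775) and -0.07 in TE (0.00445). The FMRP-bound list moved there by -0.05 in mRNA (1.93e-06), 0.04 in footprints (0.109) and 0.12 in TE (2.48e-05). With RLE factors, an alternative chosen after seeing the data, all 30 tests of these lists over the 5 contrasts had the same direction and the same side of the threshold. What moved the 12 planned tests most was the treatment of correlation between genes. Of the 11 camera calls among them, those of the FMRP-bound list in mRNA (0.032) and TE (0.0129) of FXS against WT held under fry, and none held with an estimated correlation, where the smallest adjusted p was 0.0965 for the FMRP-bound list in TE. Over its alternatives the adjusted p of the FMRP-bound list in FXS against WT ran from 2.34e-21 to 0.104 in mRNA and from 3.38e-27 to 0.0965 in TE. Without the batch term the footprint change in DKO against FXS was -0.01 for the ribosomal protein list and -0.08 for the FMRP-bound list, and the TE change of the latter was -0.02, each of the opposite sign. Leaving out 1 library moved the medians of FXS against WT by over 1.5 times in footprints, to -0.054 (without WT replicate 1) or -0.19 (without FXS replicate 4) for the FMRP-bound list and to 0.065 (without WT replicate 2) for the ribosomal protein list, with the calls kept. In DKO against FXS the ribosomal protein list then ran from 0.075 (without FXS replicate 2) to 0.20 (without FXS replicate 4) in mRNA. It ran from 0.011 (without DKO replicate 3, call lost) to 0.095 (without FXS replicate 3) in footprints. In TE it ran from -0.15 (without RNA library FXS replicate 4) to -0.024 (without RNA library FXS replicate 2, call lost). The FMRP-bound list came to -0.018 in mRNA (without DKO replicate 4) and 0.046 in TE (without RPF library FXS replicate 3). Its footprint median was -0.028 without DKO replicate 2 and 0.071, now called, without DKO replicate 1.

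Single genes of these lists were rarely called over all genes tested. In mRNA of FXS against WT, edgeR called 1 FMRP-bound gene over all genes tested and 32, all higher, when adjusted over the list alone. In footprints it called 0 over all genes tested and 1 adjusted over the list alone, with 19 at an unadjusted p under 0.05. In TE it called 0 over all genes tested and 34, all lower, when adjusted over the list alone, with 43 at an unadjusted p under 0.05. In DKO against WT the FMRP-bound list had 12 genes in mRNA and 10 in TE called over all genes tested, and 27 (23 higher, 4 lower) and 22 (all lower) adjusted over the list alone. Of the ribosomal protein list, edgeR called 0 genes in mRNA of FXS against WT by either adjustment, with 37 at an unadjusted p under 0.05, and 0 in TE over all genes tested but 18, all higher, when adjusted over the list alone.

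In the comparisons added after the data were seen, the ribosomal protein list had medians of -0.05 in mRNA (camera adjusted p 0.00459), 0.15 in footprints (2.15e-15) and 0.19 in TE (1.38e-14) of S6K1 against WT, and of -0.05 (0.0193), 0.14 (5.33e-11) and 0.20 (3.18e-08) in DKO against WT. The FMRP-bound list had medians of 0.06 (0.000162), -0.03 (0.201) and -0.10 (0.00269) in S6K1 against WT and 0.09 (7.14e-05), -0.10 (0.00171) and -0.19 (2.49e-05) in DKO against WT. None of these passed under fry or with an estimated correlation. Without the batch term the calls in S6K1 of the ribosomal protein list in footprints (0.026, 0.301) and of the FMRP-bound list in TE (-0.012, 0.511) were lost, and the FMRP-bound footprint median was 0.025. The mRNA medians in S6K1 rested on single libraries, because without S6K1 replicate 4 they were 0.06 for the ribosomal protein list and -0.01 for the FMRP-bound list. The ribosomal protein calls in mRNA of S6K1 and of DKO were also lost without WT replicate 2 or 4. Without DKO replicate 1 the ribosomal protein median in mRNA of DKO was 0.02, and without RPF library S6K1 replicate 2 the FMRP-bound median in footprints of S6K1 was 0.02. The FMRP-bound list lost its TE call in S6K1 for 3 of 15 libraries left out (-0.032 without RPF library S6K1 replicate 2, and the highest adjusted p, 0.766, without RPF library WT replicate 1). It lost its footprint call in DKO for 2 of 7 (-0.045 at 0.148 without WT replicate 1). Medians that stayed called came to 0.090 in footprints (without WT replicate 2) and 0.078 in TE (without RNA library S6K1 replicate 4) of S6K1 for the ribosomal protein list. In DKO they came to 0.090 (without WT replicate 2) and 0.12 (without RNA library DKO replicate 1), and the FMRP-bound median in mRNA of DKO ran from 0.060 (without WT replicate 2) to 0.14 (without DKO replicate 4).

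**Figure D3:**
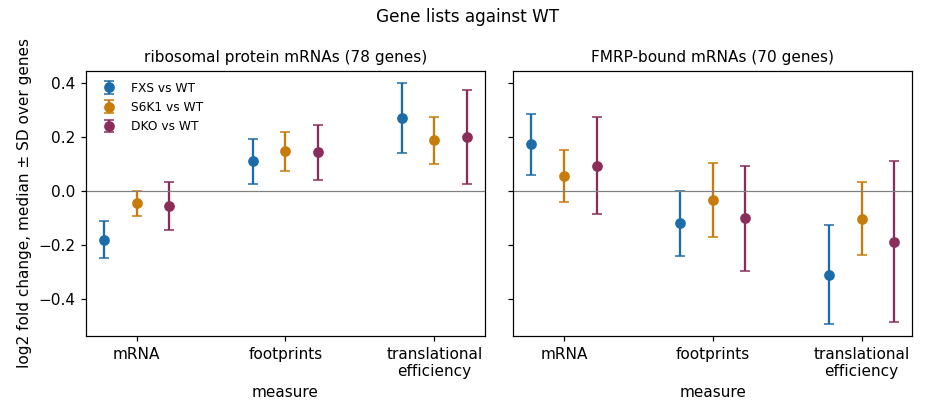
Median log2 fold change of 78 ribosomal protein mRNAs (left) and 70 FMRP-bound mRNAs (right) in mRNA, footprints and TE of FXS, S6K1 and DKO, each against WT; bars are the SD over genes. The lists move in opposite directions in TE of FXS, at 0.27 and -0.31, with the same signs under RLE factors.

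Effects of FXS and of DKO, each against WT, were correlated across genes, which are not independent replicates. Pearson's r was 0.620 over 14215 genes in mRNA, 0.626 over 13953 in footprints and 0.681 over 13654 in TE. The shared WT libraries alone give a positive r, with a mean of 0.499 and a maximum of 0.586 in 20 simulations without genotype effects for mRNA, 0.430 and 0.507 for footprints, and 0.466 and 0.516 for TE. Genes were drawn independently in these simulations, so their spread is too narrow. Spearman's rho was 0.632, 0.640 and 0.689. Of these alternatives, the largest move came in mRNA from genes with a mean CPM of at least 10, where r was 0.705, and in footprints and TE from leaving out the batch term, where r was 0.542 and 0.609. Over genes with a mean CPM of at least 10, r in TE was 0.734. Among 100 assignments of the libraries to genotypes, the actual one included, 1 gave an r as large in mRNA, 4 in footprints and 2 in TE. That test used a linear fit, where the actual r was 0.623, 0.623 and 0.673, and the largest other r was 0.607, 0.723 and 0.695. The effects on mRNA and on footprints within 1 contrast were almost unrelated across genes, with an r of 0.01 in FXS against WT, 0.14 in S6K1 against WT and -0.05 in DKO against WT, and 77, 13 and 65 of 100 assignments gave an r as far from 0.

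Marker lists were tested to see whether the genotypes differed in cell types or in regions dissected, in 110 tests. Camera gave an adjusted p under 0.05 in 22, and none of these held under fry, where the smallest was 0.108, or with an estimated correlation. All 8 oligodendrocyte markers had fewer footprints in FXS, S6K1 and DKO than in WT, with median log2 fold changes of -0.56, -0.45 and -0.69 (camera adjusted p 9.59e-13, 2.59e-08 and 3.91e-09). Their mRNA changed by -0.11, 0.05 and 0.05 against WT (0.0562, 0.141 and 0.488) and by 0.17 in DKO against FXS (0.000755). The 8 endothelial markers had lower mRNA in S6K1 (-0.44, 5.21e-08) and DKO (-0.46, 0.000521) than in WT, and in DKO than in FXS (-0.42, 6.02e-06), while in FXS the change was -0.03 (0.677). With the batch term, their footprints were lower in S6K1 than in WT (-0.43, 0.0316) and in DKO than in FXS (-0.29, 0.00514). Before adjustment for batch, their mean log2 CPM in footprints, minus that of all genes, was not lower in S6K1 than in WT. It was -3.32 ± 0.169 (SD, n = 3) in S6K1, -3.46 ± 0.353 (n = 4) in WT, -3.42 ± 0.473 (n = 3) in DKO and -3.36 ± 0.680 (n = 5) in FXS. The direction in S6K1 against WT thus rested on the adjustment for unbalanced batches. Immediate early genes had lower mRNA in FXS (-0.32, 0.000880), S6K1 (-0.34, 0.00753) and DKO (-0.45, 0.00369) than in WT and fewer footprints in FXS (-0.29, 0.0461). Blood markers had lower mRNA in FXS (-0.68, 0.00853) and DKO (-0.92, 0.00546), and choroid plexus markers in S6K1 (-1.19, 0.00135). Hippocampus markers were higher in mRNA of S6K1 (0.19, 0.0199) and lower in footprints of DKO than of FXS (-0.43, 0.0434), and striatum markers were higher in footprints of S6K1 (0.57, 0.000587). Lists of astrocytes, microglia, thalamus and the Y chromosome gave no adjusted p under 0.05 in either assay, and the smallest were 0.0519 for astrocytes in mRNA of S6K1, 0.194 for microglia in mRNA of S6K1, 0.136 for thalamus in footprints of FXS and 0.101 for the Y chromosome in the interaction in mRNA. The median and mean of a marker list, or its median and the direction of the test, differed in sign only in tests with an adjusted p above 0.05.

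The authors' deposited table for mRNA of DKO against WT listed 1046 genes of 12876 at an adjusted p under 0.05, 634 higher and 412 lower, and 707 of them were also called here. The authors' deposited table for mRNA of FXS against WT held 187 such genes, 152 higher and 35 lower, of which 17 were called here. For footprints the authors' deposited tables held 298 genes of 12083 in DKO, 48 of them called here, and 129 in FXS, 23 of them called here. For TE the authors' deposited tables held 87 genes of 12004 in DKO and 2 in FXS, and all of these were called here. Each gene at an adjusted p under 0.05 in the authors' deposited tables had the same direction here. DESeq2 with a batch term on the authors' genes gave 298, 129, 1046 and 187 genes for footprints of DKO and FXS and for mRNA of DKO and FXS, the same genes as in the authors' deposited tables. For TE the same approach gave 1177 genes in DKO and 131 in FXS, so the model behind the authors' deposited TE tables was not recovered.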

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

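Apart from the split counts of footprint genes in the genotype interaction, which were planned, the tests of technical explanations in this part were chosen after the result was seen.

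Single libraries lay far from their group in 19 of 234 groups of 4 or 5 libraries tested, by the share of the group's range that separates the outermost library from the next. Chance flags about 1 in 20 groups, or 11.7 here, and the observed 8.12% cannot be told apart from chance, because groups that share libraries and genes are not independent. Of the 19, 8 were in batch 5 and 5 in batch 3.

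Among the named genes, this share was 0.834 for Akr1c18 footprints in WT replicate 1 (5.25 CPM, others 7.19 to 7.57), 0.845 for Igsf9b mRNA in DKO replicate 1 (10.6, others 5.65 to 6.42), 0.894 for Luc7l3 mRNA in DKO replicate 1 (163, others 111 to 117) and 0.894 for Luc7l3 mRNA in WT replicate 1 (196, others 162 to 165). Zfpm1 had 4 such libraries, with 0.862 in mRNA of FXS replicate 1, 0.830 in mRNA of WT replicate 4, 0.719 in footprints of FXS replicate 3 and 0.884 in footprints of WT replicate 2. For Epx mRNA the share was 1 in S6K1 replicate 4, which held the single count of that group, so depth limits it. No biological explanation was tested for these genes.

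Among list scores, defined as the mean log2 CPM of the list minus that of all genes, the share was 0.755 for the Y chromosome in footprints of FXS replicate 3, 0.737 for blood in the same library, 0.757 for immediate early genes in footprints of FXS replicate 2, 0.832 for immediate early genes in footprints of WT replicate 4, 0.882 for oligodendrocytes in footprints of WT replicate 2 and 0.918 for choroid plexus in mRNA of S6K1 replicate 4. For astrocytes it was 0.907 in mRNA of DKO replicate 1, and for microglia 0.925, 0.881 and 0.969 in mRNA of DKO, FXS and S6K1 replicate 1.

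The microglia and astrocyte libraries belong to batch 5. In that batch the microglia score was -0.21 ± 0.165 (SD, n = 4) over the genotypes, against 1.24 (n = 12, from 1.07 to 1.42) in the other mRNA libraries. The highest score in the batch was -0.096. Depth is no explanation, because the lowest total of the batch was 13.4 M counts and libraries of other batches went down to 12.1 M. Astrocyte, endothelial and oligodendrocyte scores were lower there too, at 1.69, -2.23 and 2.67 against 2.33, -0.80 and 3.20, while the ribosomal protein score was 4.11 against 4.10. Since every genotype of the batch was low, a difference between batches in tissue or library preparation may account for it. The batch term of the models takes up such a shift, and each genotype had 1 library in the batch.

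The effect of losing Fmr1 differed with and without S6K1 for several lists by camera. The interaction had medians of 0.17 in mRNA, -0.092 in footprints and -0.27 in TE for ribosomal protein mRNAs, and -0.13, 0.050 and 0.20 for FMRP-bound mRNAs (adjusted p 3.57e-17, 2.30e-08, 2.33e-18, 5.20e-14, 0.0103 and 1.54e-09). Of 78 ribosomal protein genes, 78 were higher in mRNA, 67 lower in footprints and 76 lower in TE. For markers it was -0.32 for hippocampus in mRNA (0.00982, 7 of 8 genes lower), 0.31 for oligodendrocytes in footprints (2.28e-05, 8 of 8 higher) and -0.37 for striatum in footprints (0.0230, 8 of 8 lower). Under fry, which takes correlation between the genes of a list from the libraries, the adjusted p were 0.390, 0.351 and 0.351 for ribosomal protein mRNAs, 0.302, 0.687 and 0.302 for FMRP-bound mRNAs, and 0.309 (hippocampus), 0.624 (oligodendrocytes) and 0.911 (striatum). Variation between libraries that the genes of each list share may therefore explain all 9 differences, and a biological interaction stays open. Random lists matched on expression and genomic span had interaction medians of 0.076 in mRNA, 0.0045 in footprints and -0.058 in TE for ribosomal protein mRNAs (the list itself 0.16, -0.085 and -0.25 over the same genes, percentiles 100, 0 and 0). For FMRP-bound mRNAs they had -0.043, 0.053 and 0.13 (the list itself -0.13, 0.057 and 0.19, percentiles 0, 61.43 and 99.92). The FMRP-bound footprint difference was thus like that of matched genes, and the other 5 differences of these lists went beyond the middle 95% of matched lists. Without the batch term the footprint medians were 0.011 for ribosomal protein mRNAs and -0.094 for FMRP-bound mRNAs, each of the opposite sign, and the TE median of FMRP-bound mRNAs was 0.019 and no longer called (adjusted p 0.359). Without RPF library WT replicate 1 the FMRP-bound footprint median was -0.029. With 1 library left out, the other medians came as near to 0 as 0.066 in mRNA (without S6K1 replicate 4), -0.034 in footprints (without S6K1 replicate 3) and -0.15 in TE (without RNA library S6K1 replicate 4) for ribosomal protein mRNAs. For FMRP-bound mRNAs they came to -0.061 in mRNA (without S6K1 replicate 4) and 0.12 in TE (without RPF library WT replicate 1). No single gene was called in the interaction by edgeR in any measure (497, 428 and 565 at an unadjusted p under 0.05, and 0, 5 and 2 called by DESeq2). The 21 groupings of the libraries that were refitted, the actual one included, cannot test this, because any grouping gives at least the 0 genes of the actual one. In TE, 1 other grouping, less balanced over batches than the actual one, called 653 genes.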

How the results depend on the processing

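The tests here were planned, except that RLE factors for the lists, fry and the estimated correlation for marker lists, and all alternatives of the 18 added list comparisons were chosen after the results were seen. The tests of slopes on coding sequence length were not run, since no coding sequence lengths were at hand. For each change given below, the cause was not tested unless stated.

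Counts of called genes depended on the tool, the batch term, the genotypes in the model and single libraries. DESeq2 gave 13 of 15 counts beyond 1.5 times those of edgeR, and all were higher. In mRNA it called 204 genes in FXS against WT (22 with edgeR), 5 in S6K1 against WT (3) and 28 in DKO against FXS (4). In footprints it called 114 in FXS against WT (23), 37 in S6K1 against WT (1), 290 in DKO against WT (51), 10 in DKO against FXS (2) and 5 in the interaction (0). In TE it called 138 in FXS against WT (13), 12 in S6K1 against WT (4), 1127 in DKO against WT (662), 11 in DKO against FXS (2) and 2 in the interaction (0). Limma voom with library weights moved 7 of 15 counts, with 305 for FXS, 5 for S6K1 and 1381 for DKO against WT and 10 for DKO against FXS in mRNA, 2 for S6K1 and 199 for DKO against WT in footprints, and 35 for FXS against WT in TE.

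RLE factors moved 2 of 15 counts, which were FXS against WT in mRNA (42) and in TE (2). Without a filter on low counts, which tests more genes, 3 moved, with 35 for FXS against WT and 8 for DKO against FXS in mRNA and 3 for FXS against WT in TE. A model of the compared genotypes alone, with fewer libraries for the error, moved 8 of 12, with 446 for FXS and 1 for S6K1 against WT in mRNA, 2 for FXS, 22 for S6K1 and 4 for DKO against WT in footprints, and 1 for FXS against WT, 382 for DKO against WT and 1 for DKO against FXS in TE.

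The replicate block, the batch term, mattered throughout. Without it 10 of 15 counts moved, all of them down. In mRNA it left 2 for FXS, 0 for S6K1 and 2 for DKO against WT and 0 for DKO against FXS (edgeR, with 628, 369, 1459 and 505 at an unadjusted p under 0.05, against 1808, 1048, 3177 and 1394 with the block). In footprints it left 1 for FXS and 6 for DKO against WT, and in TE 1 for FXS, 0 for S6K1 and 2 for DKO against WT and 0 for DKO against FXS. At an unadjusted p under 0.05, the footprint count fell from 1377 to 480 for FXS and from 1220 to 1144 for S6K1 against WT but rose from 2381 to 2586 for DKO against WT and from 864 to 1453 for DKO against FXS. The TE count fell from 1825 to 419 for FXS and from 3401 to 3274 for DKO against WT but rose from 1026 to 1048 for S6K1 against WT and from 1141 to 1315 for DKO against FXS. In mRNA, the correlation of libraries within a batch, with a median of 0.41, is consistent with a larger error once the block is left out. A larger error alone does not account for the rises in footprints and TE. Rps6kb1 mRNA changed by -0.47 in S6K1 (adjusted p 1.00) and -0.50 in DKO (0.305) against WT without the block, no longer called, where the adjusted p over all alternatives began at 0.000196 and 2.31e-06. Fmr1 in S6K1 against WT, which was not called, became 0.19 in footprints and 0.097 in TE, of the opposite sign. Of 52 results of named genes, 32 lost their call without the block and 19 kept their direction and side of the threshold. Of the lists, without the block the footprint medians in DKO against FXS became -0.0061 (ribosomal protein) and -0.083 (FMRP-bound), the TE median of the FMRP-bound list there -0.017, its footprint median in S6K1 against WT 0.025, and the footprint medians in the interaction 0.011 (ribosomal protein) and -0.094 (FMRP-bound), each of the opposite sign. A further 3 added list results lost their call without the block: the ribosomal protein list in footprints of S6K1 against WT (0.026, adjusted p 0.301), and the FMRP-bound list in TE of S6K1 against WT (-0.012, 0.511) and in TE of the interaction (0.019, 0.359). Batches were unbalanced over genotypes in footprints and balanced in mRNA; the reversals were in footprints and TE.

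Leaving out 1 library, 92 of 188 counts moved beyond 1.5 times. They ranged from 2 to 86 for FXS, 0 to 3 for S6K1 and 71 to 1093 for DKO against WT and from 0 to 5 for DKO against FXS in mRNA. In footprints they ranged from 1 to 39, 1 to 3 and 2 to 103 against WT and from 1 to 4 for DKO against FXS. In TE they ranged from 1 to 33, 1 to 12 and 8 to 1096 against WT, from 1 to 2 for DKO against FXS and from 0 to 1 for the interaction.

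Targeted genes kept direction and side of the threshold under DESeq2 and RLE factors in 12 of 12 results each, and with 1 library left out in 85 of 94. Rps6kb1 mRNA in S6K1 against WT ran from -0.53 to -0.43 there, with the call lost for 7 of 8 libraries, and Fmr1 footprints in S6K1 against WT from -0.11 to 0.061. Changes near 0 that were never called also went to the opposite sign. Fmr1 mRNA in DKO against FXS ran from -0.21 to 0.035 with 1 library left out, and Rps6kb1 in the interaction from -0.048 to 0.047 in mRNA, from -0.16 to 0.18 in footprints and from -0.16 to 0.16 in TE. The same Rps6kb1 interaction was 0.0058 under limma voom in mRNA and -0.0024 without the filter in TE. Named genes kept direction and side in 47 of 47 results under DESeq2, 49 of 52 under RLE factors, 50 of 52 under limma voom, 48 of 52 without the filter, 27 of 45 in the model of the compared genotypes and 463 of 647 with 1 library left out. DESeq2 gave no adjusted p for its remaining results, which are not counted.

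For the pair of lists, the medians are those of camera whichever set test is used, so only the adjusted p differed. Under fry the calls of the ribosomal protein list were lost at medians of -0.18 and 0.13 in mRNA, 0.11 and 0.052 in footprints and 0.27 and -0.071 in TE, for FXS against WT and DKO against FXS (adjusted p 0.279, 0.371, 0.147, 0.597, 0.131 and 0.597). Those of the FMRP-bound list were lost at -0.054 in mRNA of DKO against FXS (0.308), -0.12 in footprints of FXS against WT (0.151) and 0.12 in TE of DKO against FXS (0.334). With an estimated correlation the same calls were lost, and so were those of the FMRP-bound list in mRNA (0.17, adjusted p 0.104) and TE (-0.31, 0.0965) of FXS against WT. Of the 11 camera calls, 9 were thus lost under both, and those of the FMRP-bound list in mRNA and TE of FXS against WT with the estimated correlation alone. With RLE factors 12 of 12 planned and 18 of 18 added list results kept direction and side. Leaving out 1 library, 120 of 132 planned results kept direction and side. The exceptions were in DKO against FXS, where the ribosomal protein list ran from 0.011 to 0.095 in footprints and from -0.15 to -0.024 in TE, and the FMRP-bound list from -0.028 to 0.071 in footprints. Of the added comparisons 225 of 244 kept both. The ribosomal protein list ran from -0.11 to 0.057 in mRNA of S6K1 and from -0.11 to 0.022 in mRNA of DKO against WT, and the FMRP-bound list from -0.013 to 0.082 in mRNA and from -0.053 to 0.020 in footprints of S6K1 against WT and from -0.029 to 0.10 in footprints of the interaction. Calls of the FMRP-bound list were also lost in TE of S6K1 against WT for 3 of 15 libraries (-0.15 to -0.032, adjusted p up to 0.766) and in footprints of DKO against WT for 2 of 7 (-0.14 to -0.045). Under fry and the estimated correlation 17 of 18 added results each lost their call, and 22 of 110 marker results each. The correlations of FXS and DKO effects stayed above every simulated value under all 4 alternatives, but those simulations treat genes as independent and so have too narrow a spread.

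Depth limits genes such as Epx, with 1 count in S6K1 libraries against 47 in WT, and Slfn8, with 12 in DKO against 100 in FXS. DESeq2 gave no adjusted p for 4134 of the genes in mRNA of FXS against WT and 7412 in TE of FXS against WT, so it tested fewer genes there.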

Other observations

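Only the split counts of footprint genes were planned here, and all other tests in this part were chosen after the result was seen.

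Other groupings of the same libraries into groups of the same sizes were refitted, the actual one included, to see whether they call as many genes. In mRNA, 1 of 35 groupings called as many in each of FXS against WT, S6K1 against WT, DKO against WT and DKO against FXS. The largest other counts were 18, 1, 301 and 2. For DKO against WT the 301 came from a grouping less balanced over batches than the actual one, and among the 8 as balanced the largest other count was 2. In footprints, 2 of 80 groupings drawn from 126 called as many for FXS against WT (largest other count 26), 6 of 35 for S6K1 against WT, 1 of 35 for DKO against WT (largest other count 50, from a grouping as balanced over batches) and 4 of 56 for DKO against FXS (largest 22). In TE, 25 groupings were drawn for each, and 1 called as many for FXS against WT, 2 for S6K1 against WT (22 in the other), 1 for DKO against WT and 1 for DKO against FXS. For DKO against WT none of the others drawn was as balanced over batches as the actual one, so 25 of the 288 as balanced were also fitted, and 1, the actual one, called as many (largest other count 556). The counts of S6K1 against WT and of DKO against FXS in footprints were thus not beyond other groupings, although Rps6kb1, the targeted gene, was called in each. For S6K1 against WT in TE, the 22 came from a grouping less balanced over batches than the actual one. Among the 8 as balanced, only the actual one called as many (largest other count 1). These are too few for a share under 0.05, so the TE count of S6K1 against WT stays undecided. The same limit holds for the 8 balanced groupings of each mRNA contrast above and the 18 of DKO against WT in footprints. In TE it holds for the 4 of FXS against WT and the 3 of DKO against FXS. In each of these only the actual grouping called as many, so their shares fall under 0.05 only when less balanced groupings are counted.

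For the planned list tests, the distance of the list's median from that of all genes was compared in the same way. For FXS against WT, 7 of 35 groupings went as far for ribosomal protein mRNAs and 1 of 35 for FMRP-bound mRNAs in mRNA, 10 of 100 and 15 of 100 in footprints, and 11 of 100 and 2 of 100 in TE. For DKO against FXS the numbers were 12 of 35 and 14 of 35 in mRNA, 19 of 56 and 37 of 56 in footprints, and 68 of 100 and 19 of 100 in TE. The shift of FMRP-bound mRNAs in FXS was exceeded by no other grouping in mRNA and by 1 other in TE (0.354 against 0.304), and for the other 10 shifts the share was above 0.05. Among groupings as balanced over batches as the actual one, 8 in mRNA and 16 in TE, none but the actual one went as far for either list in FXS. These are too few for a share under 0.05. The FMRP-bound shifts thus fall under it only when less balanced groupings are counted.

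A trend shared by genes of like expression and genomic span was tested as a source of these shifts, with 10000 random lists matched on both. In FXS against WT the matched lists had medians of -0.097 for FMRP-bound mRNAs and 0.0089 for ribosomal protein mRNAs in TE, 0.057 and -0.016 in mRNA, and -0.016 and 0.000616 in footprints. The lists themselves had -0.31 and 0.26 in TE, 0.17 and -0.18 in mRNA, and -0.13 and 0.10 in footprints over the same genes, beyond all matched lists, which argues against that trend as the whole source. In DKO against FXS the ribosomal protein list had 0.13 in mRNA against 0.10 in matched lists (percentile 99.63), and -0.07 in TE against -0.12 (98.83). Much of those 2 shifts may be a trend that genes of like expression and span share, but not all of the mRNA shift, which went beyond the middle 95% of matched lists (0.083 to 0.12), and the TE shift was smaller than that of most matched lists. Other shifts of the same contrast that went beyond the middle 95% were those of the ribosomal protein list in footprints (0.050 against -0.0036, percentile 100) and of the FMRP-bound list in TE (0.11 against 0.038, 99.97) and mRNA (-0.053 against -0.0042, 0.02). The FMRP-bound footprint median of 0.034 was like that of matched lists (0.038, percentile 36.56). In the added comparison of S6K1 against WT, the FMRP-bound list stayed within the middle 95% in mRNA (0.060 against 0.036, percentile 96.56) and footprints (-0.037 against -0.021, 13.31). In TE it went just beyond (-0.12 against -0.079, 1.66). The ribosomal protein list there, and each list in DKO against WT, went beyond the middle 95% in every measure.

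Genes near Rps6kb1 differed in a like way in S6K1 against WT and in DKO against FXS, which share no library. Besides Rps6kb1, 8 genes were called in 1 of these contrasts in any measure, 5 of them (Rad51d, Epx, Cuedc1, Slfn8 and Utp18) among the 200 tested genes nearest to Rps6kb1 on chromosome 11, which make up 1.41% of the genes tested. The width of 100 genes on each side was chosen after a first look with a wider one. Over those 200 genes the mRNA effects of the contrasts had an r of 0.838 across genes, and 0 of 61 other windows of 200 genes reached it (largest 0.586). Genes of few counts with large changes, such as Epx at -5.05 in S6K1 against WT, can weigh heavily on r. Spearman's rho was 0.502 in mRNA, and 0 of 61 windows reached it (largest 0.441). In footprints r was 0.700, and 0 of 60 other windows reached it, though for Spearman's rho 1 did. At an unadjusted p under 0.05 in both contrasts there were 6.5% of the neighbours in mRNA, against 1.43% elsewhere. Reads shared within gene families are no full explanation, because r was 0.852 in mRNA over the 150 neighbours that share no symbol stem with another, with 0 of 61 windows as large. Epx is among these 150, and rho over them was 0.531, which was not set against other windows. In footprints, the same step gave 0.582, which 14 of 60 windows reached. A candidate explanation is sequence of another strain carried along with the targeted allele, which predicts that the contrasts agree over the neighbours. Whether linked sequence changes expression, or differs from the reference so that fewer reads map, cannot be told apart, since 3 of the 13 neighbours that differ in both contrasts were higher and 10 lower. Around Fmr1, the same test gave an r of 0.378 in mRNA, reached by 19 of 61 windows, and 0.0802 in footprints, reached by 52 of 60. By the number of neighbours at an unadjusted p under 0.001 in mRNA, however, Fmr1 had 7 in FXS against WT, which 1 of 61 windows reached, and Rps6kb1 had 6 in S6K1 against WT, which 0 of 61 reached. In footprints the numbers were 2, reached by 20 of 60, and 5, reached by 0. Linked sequence around Fmr1 thus stays open.

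Oligodendrocyte markers had fewer footprints in the mutants than in WT within batches. The mean difference in score was -0.51, and 11 of 12 pairs of a mutant and a WT library of the same batch had the mutant lower. With 1 library left out it lay between -0.71 and -0.38, so no single library accounts for it. All 8 markers are expressed in cortex, and the lists share no gene. Of the markers, Cnp, Mbp and Mog averaged 905, 428 and 48.7 CPM in footprints of WT, 645, 337 and 34.2 in FXS, 685, 317 and 49.6 in S6K1 and 577, 290 and 36.3 in DKO, so that before adjustment for batch Mog was not lower in S6K1. In mRNA the difference in score was 0.013, which argues against fewer oligodendrocyte transcripts in cortex of the mutants as far as the mRNA libraries show. An exact two-sided permutation within batches gave a p of 0.0125 over 160 splits, and 0.174 after adjustment over 78 list contrasts. So few splits could not bring this contrast alone under 0.05 after that adjustment, so the adjusted p decides nothing. Chance differences in tissue between the profiled animals stay open and cannot be told apart from a change in translation of these mRNAs, because the labels do not say whether the same animals gave both kinds of library.

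Endothelial markers were lower in mRNA of S6K1 and DKO than of WT and FXS within batches, by -0.42 in score, with 14 of 16 pairs of libraries lower and a range of -0.48 to -0.37 with 1 library left out. The exact two-sided permutation p was 0.00463 over 1296 splits, and 0.174 after adjustment over the 78 contrasts, which this contrast alone could not pass with any outcome. In footprints the difference was -0.28. Of the 8 genes, 0 lay among the neighbours of Rps6kb1, which argues against linkage, and the values without each library argue against a single library. The most abundant, Itm2a, Ly6c1 and Slco1a4, averaged 33.9, 24.1 and 22.2 CPM in WT mRNA against 25.3, 14.6 and 13.6 in S6K1. Chance differences in vessel content of the dissected pieces stay open and cannot be told apart from a genotype effect, as there are too few libraries for the adjusted test to decide.

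In DKO against WT, the mRNA and footprint parts of the change had opposite signs in 640 of the 662 genes called in TE. A ratio selects for opposite parts even when these are unrelated. With footprint effects shuffled over genes, the top 662 genes by ratio had opposite parts in 90.8% (median of 100 shuffles, largest 93.1%), against 96.5% for the top 662 unshuffled, but shuffling treats genes as independent and so its spread is too narrow. In a linear fit with all genotypes permuted within batches, 41 of 100 assignments of the libraries, the actual one included, gave a share as large as the actual 95.2% (median of the others 94.3%). Selection on a ratio, with variation between libraries, may therefore explain the whole share, and a genotype effect on it is not needed.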
